A study of Mus musculus with 31 samples. Its data were reported in "Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo" (2022).

How the data were processed

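H3K27me3, the trimethyl mark that PRC2 places on histone H3 at silenced genes, was measured by CUT&RUN, in which an antibody brings a nuclease to the mark and the released DNA fragments are sequenced. The cells were mouse embryonic stem cell (mESC) lines with maternal SMCHD1 (wt) or from mothers lacking Smchd1 in the oocyte (matΔ). By the paper's crosses the matΔ lines are also heterozygous for the Smchd1 deletion. The 31 samples comprised 6 mESC libraries in 2i+LIF, a medium that keeps mESCs in the naive state, 22 libraries from 3 time points (days 2, 2.5 and 3) on the way to neuromesodermal progenitors, and 3 wt libraries without antibody, which were not analysed here. A further 59 columns of the deposited tables, 56 of them for another histone mark, were not used here.

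Per the paper's methods and the submitters' processing notes, the authors trimmed paired-end reads with Trim Galore 0.4.4, aligned them to GRCm38.p6 with Bowtie2 2.3.4.1 and quantified them in SeqMonk. All coordinates are 1-based GRCm38 positions. The peaks of the 2i table were called by the authors from published mESC ChIP-seq data, and those of the FPKM table from the H3K27me3 libraries of this study pooled against the input samples. Within a table the same regions were measured in every library. For 2i the authors counted reads over 43798 peak regions of 5300 to 28250 bp (median 5600 bp), scaled the counts to library size and deposited log2 values. For all 28 libraries the authors deposited FPKM (fragments scaled to region length and to library size) over 50565 MACS peaks of 300 to 151350 bp (median 1350 bp) and over 39 Hox genes with 10 kb on either side. A further deposited block gave each Hox gene's FPKM divided by a library's mean FPKM over MACS peaks, a score without a unit. In that block 13 libraries carried their own mean as divisor and 15 carried the mean of another library (own mean over divisor used 0.738 to 1.59), so the division was made anew here from the deposited FPKM. The Hox region values of the FPKM table and of the Hox table, both by the authors, correlated at r = 0.996 over the 28 libraries. The authors' csaw tables of 10 comparisons gave a log2 fold change and a p-value with its FDR per region, and were read as deposited. Their sign convention was inferred from the correlation of each table with the deposited FPKM.

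Normalised FPKM was the deposited FPKM divided by the mean FPKM over MACS peaks of the same library, a scaling the authors used for the efficiency of the CUT&RUN. It did not bring technical replicates of unequal enrichment together (mean log2 over Hox genes of 3.14 and 1.90 in wt line 1 at day 2.5). Tests used log2(normalised FPKM + 0.5), so a log2 difference understates changes of weakly marked regions. The whole fragments behind the FPKM values were recovered from their steps (all low values were whole within a tolerance of 0.05), giving 4685396 to 24445719 fragments per library. They were used for depth only and no count test was run. A Hox gene held at least 99 fragments in every library (counting error 10.1% at most), and a MACS peak held a median of 4 to 23 fragments, depending on the library. These errors cover counting only.

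The replicate was the mESC line. Libraries of the same line and day are technical replicates per the labels, and their log2 values were averaged. The differentiation values (12 values of line and day in 6 groups) were fitted together with limma (limma-trend for peaks, 6 residual degrees of freedom, median prior 3.96), and the 2i lines (3 per genotype) were fitted alone on the deposited log2 values. Tests were two-sided, with Benjamini-Hochberg adjustment over all peaks, or over the 39 Hox genes, and a threshold of 0.05. Means over all Hox genes, the percent of fragments in peaks and levels of gene groups were compared by exact permutation of lines, which cannot give less than p = 0.1 with 3 lines per group or p = 0.333 with 2. Hoxb1 and Hoxd1 were each set against the mean of the 4 Hox13 genes of the same library, a ratio that no scaling of the library changes apart from the pseudocount. Background was not subtracted for it, so weak enrichment draws the log2 ratio towards 0.

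Peaks within 2.5 kb of an annotated transcription start were averaged per gene (9706 genes in the FPKM table, 8501 in the 2i table), and 19 fixed gene lists were tested with camera (preset correlation 0.01). Among them were Hox13, Hox genes 1 to 9, Hox genes 10 to 13, the HoxA, HoxB, HoxC and HoxD clusters, posterior growth zone, naive pluripotency, primed epiblast, neural, mesoderm, endoderm, extraembryonic, non-canonically imprinted, canonically imprinted, protocadherin and housekeeping genes. The housekeeping list had fewer than 2 measured genes and was not tested. In the FPKM table the Hox lists rest on few distinct peaks, since 1 peak spans the HoxC cluster, 1 spans the HoxD cluster and 5 cover the 27 genes of Hox1 to Hox9, so members of a list are not independent. The lists also share peaks. Those of the HoxC and HoxD clusters and chr6:52191751-52260450 hold genes both of Hox1 to Hox9 and of Hox10 to Hox13. Hox13 and Hox genes 10 to 13 rest on the same 5 peaks. The 56 protocadherins rest on 17 distinct peaks.

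The named genes were fixed by rule: Hoxb1, Hoxd1, Hoxa13, Hoxb13, Hoxc13 and Hoxd13 and the 4 other Hox genes with the largest absolute difference in every comparison. Among peaks they were the 10 largest rises and the 10 largest falls past the threshold whose lines did not overlap and which reached the table mean in the higher group, 1 per gene, or else the 5 peaks with the smallest p, said not to have passed. In each list the 2 members with the largest absolute difference were taken, and Smchd1 if it had a peak. Some genes taken by the rule, and results that rest on them, are not reported here.

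Lines carry numbers in the labels. Within a genotype a number is the same cell line on each day, so the numbers pair the days. The main fits left this pairing out, and a block by line was an alternative. Over all peaks, deviations of the same line on different days hardly correlated (wt 0.0336, 0.0218 and 0.0461, matΔ -0.0674, -0.0291 and 0.165). This does not show that pairing is without effect for the Hox genes. Between genotypes the lines share only a number. In 2i the same-numbered lines correlated at 0.379, 0.141 and 0.252 and were treated as pairs in an alternative with a block.

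The groups, tests, gene lists, named-gene rule and 148 alternatives (pairs of a result and a setting: pseudocounts of 0.1 and 2, a minimum mean FPKM of 1, other scalings, every library as a replicate, blocks by line number, a window of 10 kb, an estimated correlation, leaving out each line) were chosen before the data were examined. A further 78 were added afterwards: 6 weakly enriched libraries left out, the deposited Hox block, a block by line within genotype, and a relative level, with and without an estimated correlation. The relative level is FPKM minus the library's background (the 10th percentile of peaks of at least 1500 bp), divided by the background-subtracted mean of the 500 strongest peaks of at least 5000 bp outside the Hox clusters, with a pseudocount of 0.1 for logs. Several versions of this scale were looked at before it was fixed.

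On simulated data with a spread between lines of 0.25 log2, the day 3 genotype test recovered 0% of peaks changed by a log2 of 1, 44.8% at 2 and 72.7% at 3 with 23 false calls among 50565 peaks, and the wt day 2.5 against day 2 test recovered 4.48%, 50.7% and 69.7% with 1 false call. The 2i test recovered 14.9%, 86.6% and 100% with 11 false calls among 43798 peaks. The Hox test at day 3 recovered 97.4% of the 39 genes changed by 1, and camera recovered the 5 changed lists of 10. The simulated noise was independent between genes and peaks, and the changed differentiation peaks were well covered ones. In the real lists at day 3 the estimated correlation was 0.164 to 1. The real Hox mean of matΔ at day 2.5 had an SD between lines of 0.96. The shares recovered can therefore exceed those in the real data. The work used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.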

Results

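H3K27me3 was profiled in mESC lines with maternal SMCHD1 (wt) and in lines from mothers lacking Smchd1 in the oocyte (matΔ). The matΔ lines are also heterozygous for the Smchd1 deletion, and the study did not profile this mark in heterozygous lines with maternal SMCHD1. SMCHD1 is a chromosomal ATPase of the SMC family that keeps clustered and imprinted genes silent, and H3K27me3 covers the Hox clusters, which pattern the body along the anterior-posterior axis, before they are switched on. Naive mESCs in 2i+LIF were sampled in 3 lines per genotype with 1 library each. Cells differentiating to neuromesodermal progenitors, which give rise to spinal cord and trunk mesoderm, were sampled in 2 lines per genotype at day 2 (4 wt and 4 matΔ libraries), day 2.5 (4 and 3) and day 3 (4 and 3), with a Wnt activator in the medium after day 2. The 28 libraries held 4685396 to 24445719 fragments. Smchd1 had no peak within 10 kb of its transcription start in either peak table, so the targeted gene could not be checked against the labels. Where several technical libraries came from 1 line they were averaged, and n is the number of lines throughout.

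The libraries differed in how well the mark was enriched. Of the 22 differentiation libraries, 16 had 13.3 to 26.0% of their fragments within MACS peaks and 6 had 8.44 to 10.9%. The 6 weakly enriched libraries were 1 of wt line 1 at day 2.5 (8.63%), 1 of wt line 1 (9.09%) and 1 of wt line 2 (10.9%) at day 3, both of matΔ line 2 at day 2.5 (8.44% and 8.46%) and 1 of matΔ line 2 at day 3 (10.9%). Without them matΔ at day 2.5 rests on 1 library of line 1. Tests of that group in this setting therefore have no spread of its own and cannot decide. By exact permutation tests of line means the share was not shown to differ between genotypes. The difference, matΔ minus wt, was -0.0882 percentage points in 2i (n = 3, exact p = 0.8). It was -1.66 at day 2 (n = 2, exact p = 1), -1.85 at day 2.5 (n = 2, exact p = 1) and 7.26 at day 3 (n = 2, exact p = 0.333, the smallest that 2 against 2 lines can give). The difference at day 3 was 2.71 without matΔ line 1 and 11.8 without matΔ line 2.

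**Figure D1:**
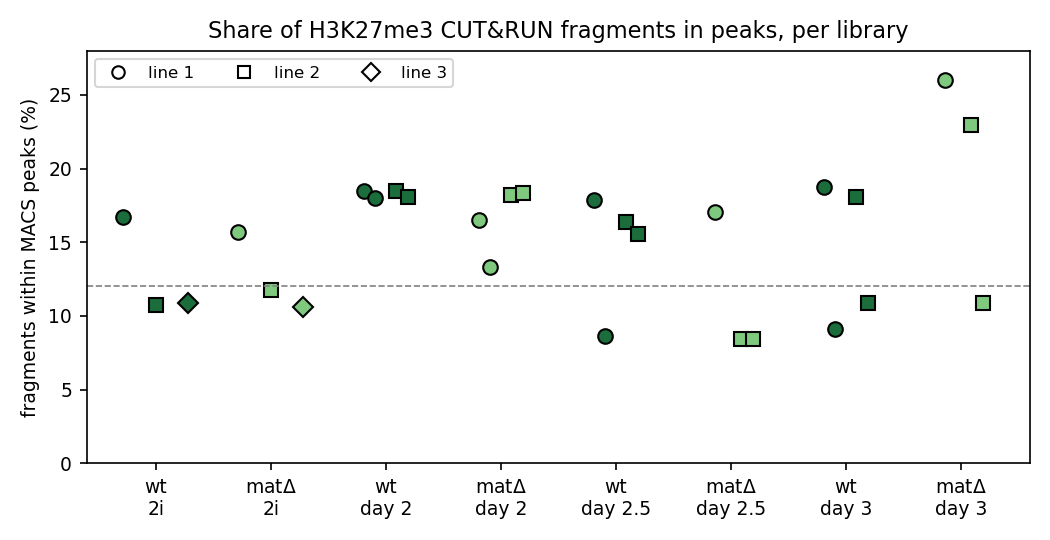
Percent of fragments within MACS peaks (y axis) for each of the 28 libraries by genotype and stage (x axis), with dark symbols for wt, light symbols for matΔ and a shape for each line. Among the differentiation libraries the dashed line at 12% separates 6 libraries at 8.44 to 10.9% from 16 at 13.3 to 26.0%.

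The first question was whether H3K27me3 differs between genotypes in naive mESCs. Over the Hox genes the mark was not shown to differ between genotypes. The 2i libraries had 10.6 to 16.7% of their fragments in peaks, so a difference could be missed where enrichment was low. The mean log2(normalised FPKM + 0.5) over 39 Hox genes was 1.09 ± 0.05 (SD, n = 3) in wt and 1.07 ± 0.12 (n = 3) in matΔ, a difference of -0.02 (exact p = 0.8, where 3 against 3 lines cannot go below 0.1). It became 0.15 on the authors' deposited divisors. The anterior gene Hoxb1, which patterns the hindbrain, differed by 0.02 (SE 0.10), and Hoxd1, active in sensory neurons, by -0.12. Among the posterior genes the differences were 0.01 for Hoxa13 and -0.01 for Hoxd13, which pattern digits and genitalia, -0.03 for Hoxb13, which limits the length of the tail, and -0.05 for Hoxc13, a hair and nail gene. The largest among the others were 0.08 for Hoxb9 and -0.08, -0.08 and -0.06 for Hoxa9, Hoxa6 and Hoxa5. No Hox gene passed limma (0 of 39 at an adjusted p of 0.05, 0 at an unadjusted p of 0.05, adjusted p = 0.990 for the gene nearest to passing).

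Genome-wide, the genotype means of all peaks correlated at r = 0.963 (R2 = 0.927), or R2 = 0.862 over the peaks above the median level. Single lines correlated at r = 0.824 to 0.905 within a genotype and 0.853 to 0.910 between genotypes. limma called 0 peaks (405 at an unadjusted p of 0.05), and 1, 8 and 2 on leaving out matΔ line 1, 2 or 3. The 5 peaks with the smallest p did not pass (adjusted p = 1.00 each). One lay 66699 bp from Avpr1a, a vasopressin receptor (chr10:122376501-122381800, intergenic, log2 -1.19) and one over an exon of Rest, a repressor of neuronal genes (chr5:77278551-77284600, 1.04). The others lay over an exon of Emcn, an endothelial sialomucin (chr3:137297451-137302900, -1.08), in an intron with Gm11042 as the nearest start (chr12:74212851-74218150, -0.99) and near Pitpnb (chr5:111306801-111312100, -0.95). Of 18 gene lists 0 passed camera (1 at an unadjusted p of 0.05). The non-canonically imprinted genes, whose imprint is maternal H3K27me3, came nearest, with a mean log2 difference of 0.19, 5 of 6 genes higher in matΔ and an adjusted p = 0.0778 (adjusted p = 0.775 with an estimated correlation). The other lists had adjusted p from 0.861 to 0.934. Its members Smoc1 and Epas1 differed by 0.51 and 0.31 (limma, adjusted over the list alone, adjusted p = 0.344 and 0.752, over all genes, adjusted p = 1.00).

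The same question was asked on each day of differentiation. At day 2 the Hox clusters carried as much H3K27me3 in matΔ as in wt: 3.71 ± 0.11 (SD, n = 2) and 3.69 ± 0.22 (n = 2) log2, a difference of 0.03 (exact p = 1). It became -0.08 with FPKM as deposited. Hoxb1 differed by -0.04, Hoxd1 by -0.03, Hoxa13 by -0.03, Hoxb13 by -0.02, Hoxc13 by -0.01 and Hoxd13 by 0.04 (SE 0.47). The largest differences were in the HoxA cluster (Hoxa2 0.14, Hoxa5 0.12, Hoxa4 0.10, Hoxa6 0.09). limma passed 0 of 39 Hox genes (0 at an unadjusted p of 0.05, adjusted p = 0.998) and 0 of 50565 peaks (1747 at an unadjusted p of 0.05), and camera 0 of 18 lists (0 at an unadjusted p of 0.05, adjusted p from 0.850 to 0.910). The 5 peaks with the smallest p, none of which passed (adjusted p from 0.763 to 1.00), were nearest to Rab28 (-1.26), Megf9 (listed at 0 in matΔ), Gfra2 (-1.19), Sult1e1 (1.38) and Gm5678 (-1.26). In the fixed lists the largest differences were 0.47 for Pou5f1, a core pluripotency factor, and 0.28 for Pcdhb9, a clustered protocadherin, neither past the test.

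At day 2.5 the 2 matΔ lines lay far apart, and both libraries of line 2 were weakly enriched. The Hox mean was 2.33 ± 0.96 (SD, n = 2) in matΔ and 2.73 ± 0.30 (n = 2) in wt, a difference of -0.40 (exact p = 1). It turned to 0.13 on the background-subtracted relative scale and to 0.28 without matΔ line 2. Hoxb1 differed by -0.02, Hoxd1 by -0.22, Hoxa13 by -0.56, Hoxb13 by -0.57, Hoxc13 by -0.51 and Hoxd13 by -0.47 (SE 0.47), followed by Hoxc12 (-0.56), Hoxa11 (-0.55), Hoxd9 (-0.50) and Hoxb9 (-0.50). None of the 39 genes passed limma (0 at an unadjusted p of 0.05, adjusted p = 0.569 at the lowest). In limma 36 did, all lower in matΔ, once matΔ line 1 was left out and the weakly enriched line 2 stood alone. limma called 0 peaks (1355 at an unadjusted p of 0.05, smallest p for peaks nearest to Chst7, Esp38, Adgrl2, 4921530L21Rik and Gad2, adjusted p = 1.00 each).

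Of the gene lists, 5 were lower in matΔ at day 2.5 by camera: Hox genes 1 to 9 (median log2 -0.40, adjusted p = 0.0211), neural genes (-0.38, adjusted p = 0.00179), mesoderm genes (-0.32, adjusted p = 0.0309), canonically imprinted genes (-0.29, adjusted p = 0.0168) and protocadherins, the cell adhesion proteins by which neurons tell themselves from others (-0.37, adjusted p = 8.08e-06). Each gave adjusted p = 0.720 with an estimated correlation. By camera 0 lists passed without the 6 weakly enriched libraries (adjusted p = 0.593 at the lowest). Levels on the relative scale were the other way for most: those of Hox genes 1 to 9 (log2 0.12), neural (0.05), mesoderm (0.11) and canonically imprinted genes (0.16) were higher in matΔ, and only those of protocadherins were lower (-0.10; exact p from 0.333 to 1). The other 13 lists did not pass (adjusted p from 0.0714 to 0.741). Members with the largest differences, none past limma over all genes or adjusted over the list alone, were Meox2, a somite factor (-0.61), Pcdhb15 and Pcdhb16 (-0.53), Neurog1, a proneural factor (-0.49), and the growth factor Igf2 (-0.41).

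At day 3 the Hox mean was 2.91 ± 0.39 (SD, n = 2) in matΔ and 2.37 ± 0.08 (n = 2) in wt, a difference of 0.54 (exact p = 0.333, the smallest possible). It turned to -0.08 on the relative scale. Hoxb1 and Hoxd1 differed by 0.34, Hoxa13 by 0.73, Hoxb13 by 0.59, Hoxc13 by 0.69 and Hoxd13 by 0.72 (SE 0.47), followed by Hoxd12 (0.71), Hoxd11 (0.67), Hoxc12 (0.66) and Hoxd8 (0.66). None of the 39 passed limma (0 at an unadjusted p of 0.05, adjusted p from 0.401 to 0.629). The median of all genes with a peak at their start was higher in matΔ by 0.17, by 0.40 with FPKM as deposited and by -0.19 on the relative scale.

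limma called 1 peak at day 3 (5972 at an unadjusted p of 0.05), a 300 bp peak in an intron of Galnt18, which adds the first sugar of mucin-type O-glycans, 14377 bp from its start (chr7:111765301-111765600, adjusted p = 0.0122). It stood at 1.48 ± 0.19 (SD, n = 2) in wt and was listed at 0 in all 3 matΔ libraries. The 4 wt libraries held only 2, 12, 5 and 2 fragments there, and the call ended on leaving out any of the 4 lines at day 3 and on the relative scale. Without the 6 weakly enriched libraries 14 peaks passed (12 higher in matΔ), and the 12 that met the naming rule, each listed at 0 in 1 genotype, did not include this one. Peaks nearest to Atxn7l3b, Arl5b, Tmprss15 and Tpm3-rs7 did not pass (adjusted p = 0.0564 each).

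Protocadherins, neural genes and mesoderm genes were higher in matΔ at day 3 on the scale of the mean over peaks. All 56 measured protocadherins, which rest on 17 peaks, were higher (median log2 0.52, camera adjusted p = 3.54e-05), as were all 43 neural genes (0.54, adjusted p = 0.0155) and all 37 mesoderm genes (0.49, adjusted p = 0.0155). With an estimated correlation each gave adjusted p = 0.901. Protocadherins were also higher on the relative scale, by a log2 of 0.42 (exact p = 0.333), while neural genes stood at 0.01 and mesoderm genes at -0.01 (exact p = 1 each). On that scale the peaks at Pcdha and Pcdhb genes were all higher in matΔ. Those at Pcdhg genes were not, with log2 differences of 0.009 at Pcdhga2, -0.004 at Pcdhga10, -0.019 at Pcdhga1 and -0.31 at Pcdhgc3. No list passed with FPKM as deposited, and without the 6 weakly enriched libraries only protocadherins passed (adjusted p = 1.16e-07). The other 15 lists did not pass (adjusted p from 0.244 to 0.913). Pcdha11 and Pcdha12 differed by 0.79, Neurog2, a proneural factor, by 0.69, and the heart and limb-girdle factors Tbx18 and Tbx20 by 0.73 and 0.71. In lists that did not pass, Esx1, a placental homeobox gene, differed by 0.85. Mkrn3, an imprinted ubiquitin ligase gene, differed by 0.75, Cd81 by -0.88 and the de novo DNA methyltransferase Dnmt3a by -0.73. No member passed limma over all genes or adjusted over the list alone.

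**Figure D2:**
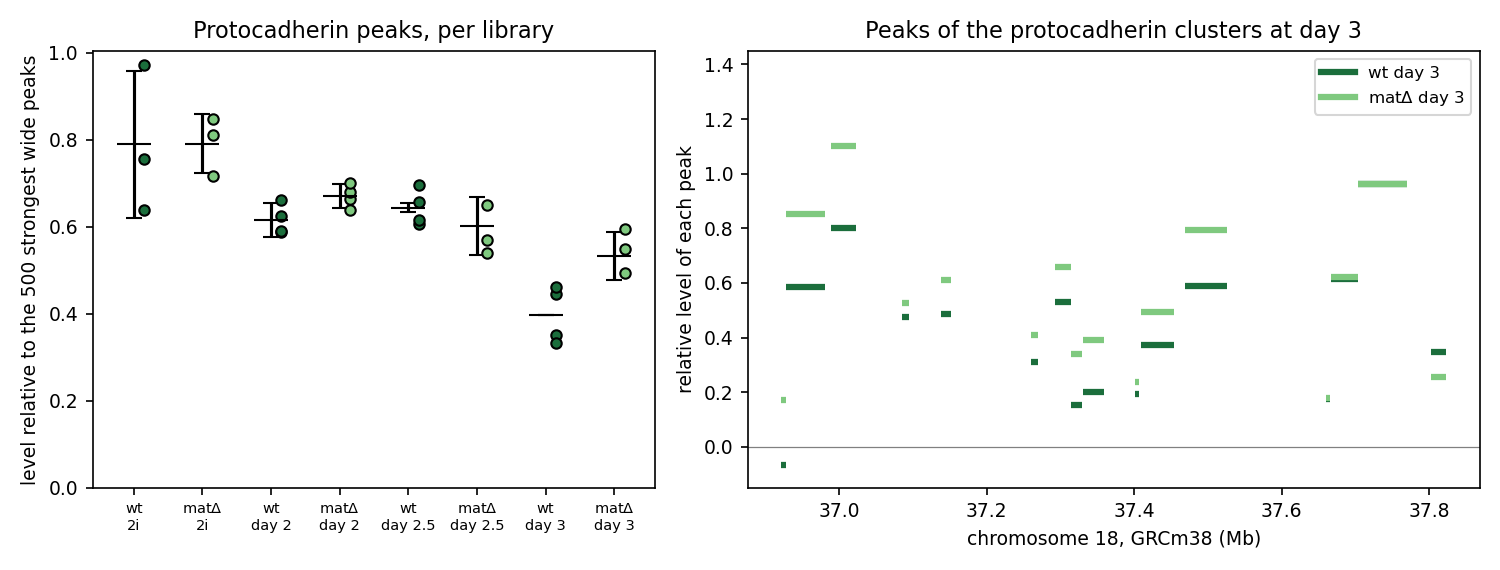
Left, level of the 17 protocadherin peaks relative to the 500 strongest wide peaks (y axis, background subtracted) per library (points), with the mean and SD of lines, by genotype and stage; at day 3 the wt libraries lie at 0.333 to 0.460 and the matΔ libraries at 0.495 to 0.594. Right, relative level of each peak (each drawn over its width) along chromosome 18 (x axis, Mb, GRCm38) at day 3, with wt dark and matΔ light. By the mean of logs (pseudocount 0.1) 14 of 17 peaks are higher in matΔ. Pcdhga1, lower by that measure, is drawn slightly higher in matΔ (0.177 against 0.175).

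The second question was how the mark moves from day to day. In wt, H3K27me3 over the Hox clusters stood lower at day 2.5 than at day 2, with a mean log2 change of -0.96 and all 39 genes between -1.36 and -0.81. The anterior genes changed by -1.17 (Hoxb1) and -0.81 (Hoxd1). The posterior ones changed by -0.99 (Hoxa13), -0.87 (Hoxb13), -0.91 (Hoxc13) and -0.87 (Hoxd13). The largest were Hoxa4 (-1.36), Hoxa2 (-1.32), Hoxa3 (-1.15) and Hoxa5 (-1.15). By limma 0 of 39 passed (14 at an unadjusted p of 0.05, adjusted p from 0.0699 to 0.0837). All 39 passed without the weakly enriched libraries (mean -0.65), all 39 with the line as a block and 28 on the relative scale. In matΔ all 39 Hox genes fell, by a mean of 1.38 (limma, adjusted p from 0.00603 to 0.0333): Hoxb1 -1.15, Hoxa13 -1.52, Hoxb13 -1.41, Hoxc13 -1.40 and Hoxd13 -1.38 (SE 0.47). Hoxd1 fell by 1.00, and the largest falls were Hoxa4 -1.67, Hoxa2 -1.66, Hoxa3 -1.52 and Hoxa11 -1.50. The number was 38 without the weakly enriched libraries (mean -0.70), 11 on the relative scale, 5 without matΔ line 2 at day 2.5 and 0 without matΔ line 2 at day 2. The change was not shown to differ between genotypes (mean difference -0.42, limma interaction 0 of 39 genes, 0 at an unadjusted p of 0.05, smallest adjusted p = 0.695).

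**Figure D3:**
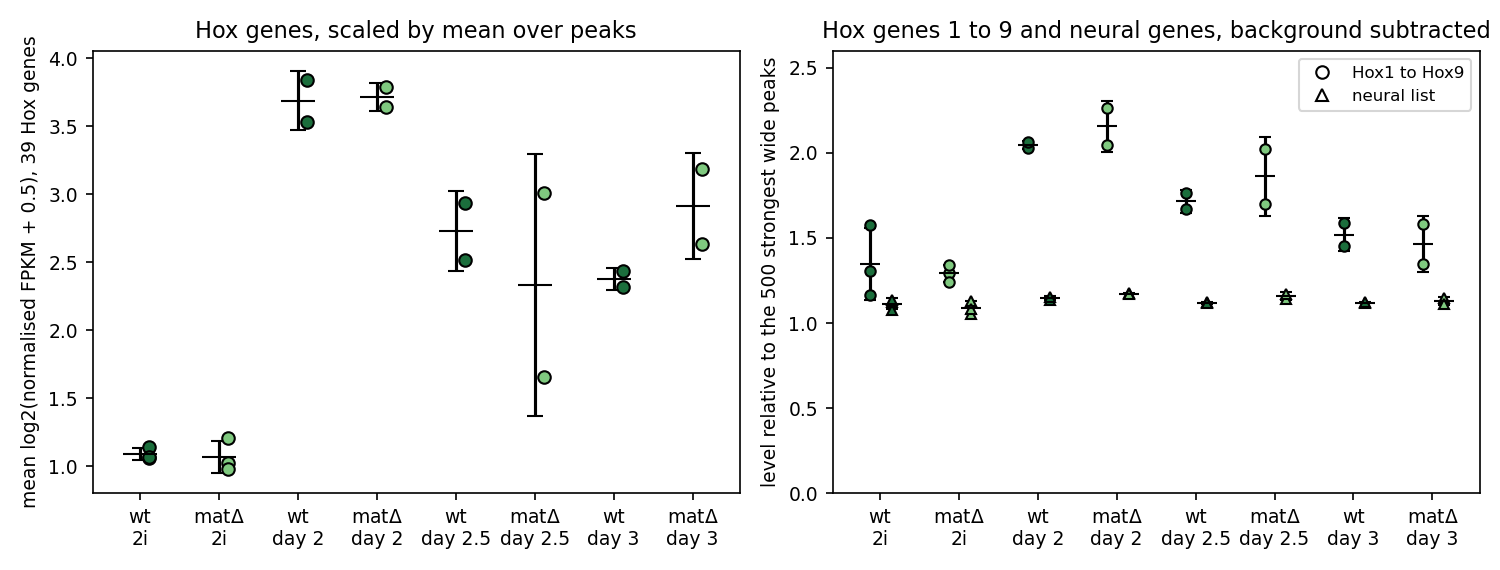
Left, mean log2(normalised FPKM + 0.5) over 39 Hox genes per line (points), with mean and SD, by genotype and stage; right, level of the peaks of Hox genes 1 to 9 (circles) and of the neural list (triangles) relative to the 500 strongest wide peaks, background subtracted. On the right, Hox genes 1 to 9 step from 2.05 to 1.72 to 1.52 over the 3 days in wt. The neural list stands at 1.12 on days 2.5 and 3. Some peaks of Hox genes 1 to 9 also span Hox10 to Hox13 genes.

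Other lists were called for the same step. In each genotype 16 of 18 lists fell between day 2 and day 2.5 by camera, and 0 did with an estimated correlation (adjusted p = 0.478 at the lowest in wt and adjusted p = 0.419 in matΔ). They were all but the primed epiblast genes (wt adjusted p = 0.0623, matΔ 0.334) and the non-canonically imprinted genes (0.551 and 0.769). The 16 were the 8 Hox lists and the posterior growth zone, naive pluripotency, neural, mesoderm, endoderm, extraembryonic, canonically imprinted and protocadherin lists. The Hox lists share peaks, so they are not separate calls. Median log2 changes in wt and matΔ were -0.78 and -1.16 for Hox genes 1 to 9, -0.54 and -0.91 for neural genes, -0.46 and -0.58 for the posterior growth zone and -0.42 and -0.90 for protocadherins (largest adjusted p among the 16 = 0.0310 in wt and 0.0199 in matΔ). Several levels turned to higher at day 2.5 on the relative scale: in wt mesoderm (log2 0.00378), extraembryonic (0.03), canonically imprinted (0.15) and protocadherin genes (0.06). In matΔ they were posterior growth zone (0.11), naive pluripotency (0.26), mesoderm (0.09), endoderm (0.00666), extraembryonic (0.07) and canonically imprinted genes (0.35). The step was larger in matΔ by camera for Hox genes 1 to 9 (median difference -0.41, adjusted p = 0.0150), neural genes (-0.36, adjusted p = 0.00452) and protocadherins (-0.41, adjusted p = 1.70e-06). Each gave adjusted p = 0.793 with an estimated correlation, and 0 lists differed without the weakly enriched libraries. The step was instead smaller in matΔ on the relative scale for Hox genes 1 to 9 (log2 -0.25 in wt and -0.21 in matΔ) and neural genes (-0.03 and -0.02), and protocadherins moved by 0.06 and -0.16. On the relative scale with an estimated correlation 8 passed in wt, the Hox lists among them resting on shared peaks. Among them were Hox13, Hox genes 1 to 9, Hox genes 10 to 13, the HoxB cluster and naive pluripotency (adjusted p = 0.0376 each), the HoxD cluster (adjusted p = 0.0458) and neural genes (adjusted p = 0.0167). In matΔ only neural genes did (adjusted p = 0.00625). These calls are relative to other genes, whose median was higher at day 2.5 on that scale by 0.21 in wt and 0.55 in matΔ.

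Single genes of the fixed lists, none past limma over all genes, passed limma when adjusted over the list alone, some of them in the primed epiblast list, which was not called. In wt these included the Wnt target Axin2 (-1.15, adjusted p = 0.00316) and the Nodal antagonist Lefty1 (-0.77, adjusted p = 0.0473). In matΔ they included the mesoderm factor T (-1.25, adjusted p = 0.0333), the Wnt target Sp5 (-1.23, adjusted p = 0.0403) and Lefty1 (-0.76, adjusted p = 0.0262). Tcf7l1, a repressor of Wnt targets, was higher at day 2.5 (0.74, adjusted p = 0.0262). None of these matΔ genes passed without the weakly enriched libraries. limma called 0 peaks in either genotype (1502 in wt and 4897 in matΔ at an unadjusted p of 0.05). In wt the smallest p belonged to peaks nearest to Endod1 (1.53) and Gm9008 (1.23), at the starts of Cep112 (lower by 1.00) and of Trh, the thyrotropin-releasing hormone gene (chr6:92242051-92247000, -1.13), and in an intron nearest to the Hedgehog co-receptor Boc (1.10), with adjusted p = 1.00 each. In matΔ they were nearest to the neurturin receptor Gfra2 (1.75), Calcoco1 (1.63), Fabp7 (1.68), Fam135b (-1.84) and Rab28 (1.27), with adjusted p from 0.151 to 0.203. The interaction called 0 peaks (1518 at an unadjusted p of 0.05, smallest p nearest to Gfra2, 1.97, and Rab28, 1.51).

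**Figure D4:**
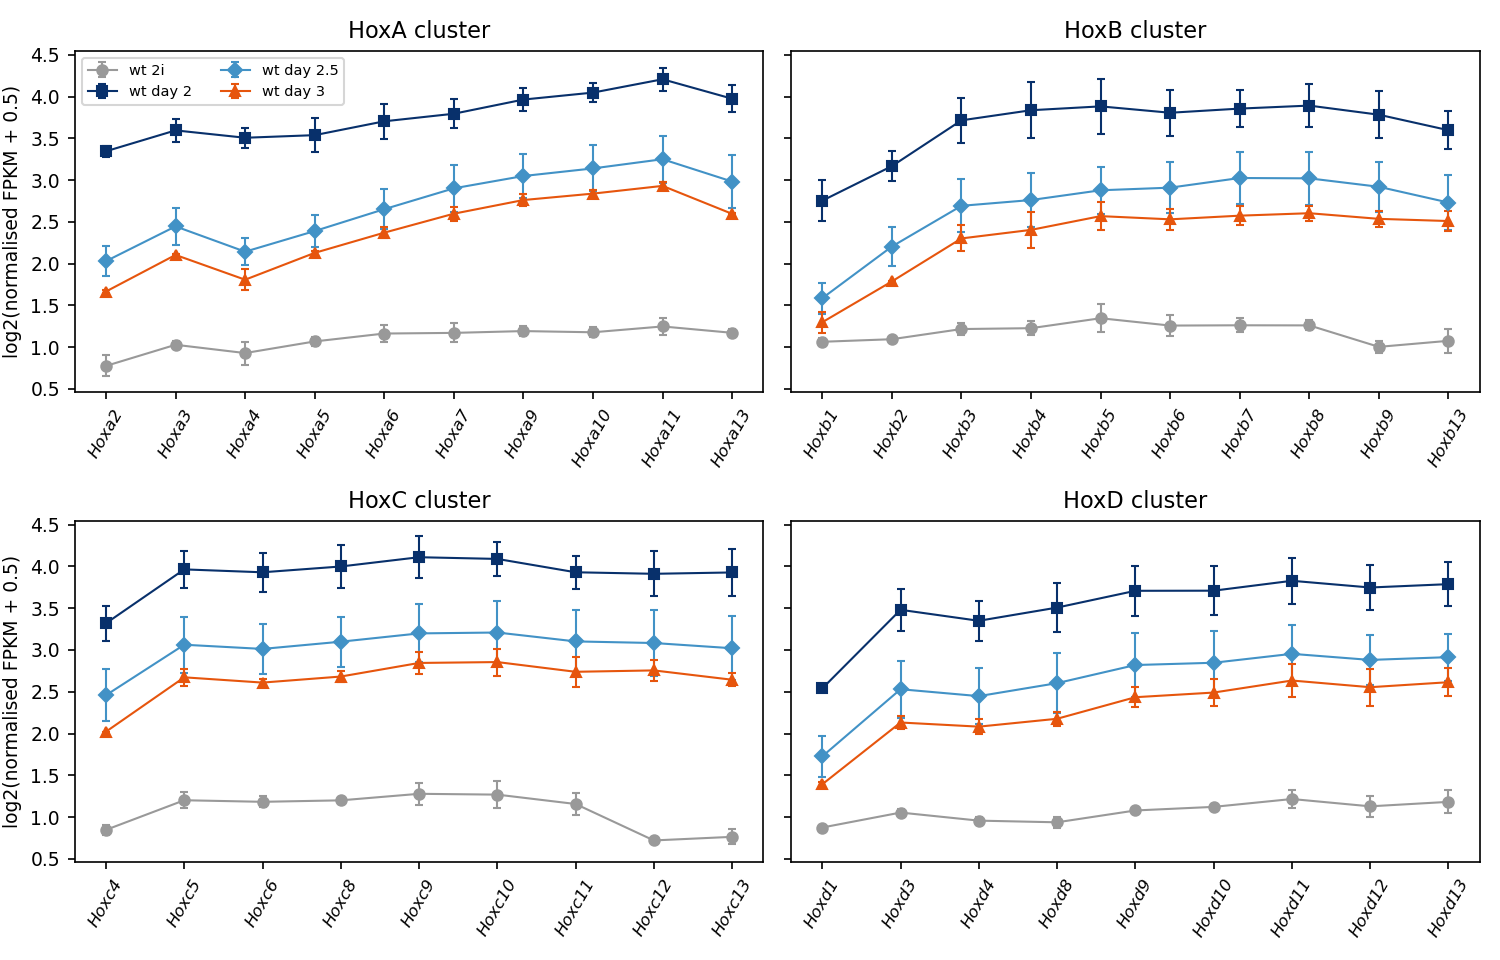
log2(normalised FPKM + 0.5) of Hox genes with 10 kb on either side (y axis) in wt, in cluster order (x axis), with a line per stage and bars for the SD of lines (3 in 2i, 2 on each day). Every gene drawn lies lower at day 2.5 than at day 2.

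From day 2.5 to day 3 the Hox clusters of wt stood lower again by a mean of 0.35, with no gene past limma (0 of 39, 0 at an unadjusted p of 0.05, adjusted p from 0.578 to 0.636). Hoxb1 changed by -0.29, Hoxd1 by -0.33, Hoxa13 by -0.39, Hoxb13 by -0.22, Hoxc13 by -0.38 and Hoxd13 by -0.30, with Hoxb7 (-0.45), Hoxc4 (-0.44), Hoxd8 (-0.43) and Hoxb2 (-0.42) in front. In matΔ the mean change was 0.58. It turned to -0.36 on the relative scale, where 25 genes were lower at day 3, to -0.10 without matΔ line 2 at day 2.5 and to 0.03 without the weakly enriched libraries. Hoxb1 changed by 0.08, Hoxd1 by 0.22, Hoxa13 by 0.90, Hoxb13 by 0.94, Hoxc13 by 0.82 and Hoxd13 by 0.89, with Hoxc12 (0.89), Hoxa11 (0.84), Hoxd12 (0.82) and Hoxd11 (0.79) next. None passed limma (0 of 39, adjusted p from 0.331 to 0.875), while 36 passed as higher once matΔ line 1 at day 2.5 was left out. On the relative scale Hox genes 1 to 9 stood in wt at 2.05 ± 0.0227 (SD, n = 2), 1.72 ± 0.0669 and 1.52 ± 0.0955 on days 2, 2.5 and 3, and in matΔ at 2.15 ± 0.151, 1.86 ± 0.231 and 1.46 ± 0.166. The lines of successive days did not overlap in either genotype (exact p = 0.333 each, the smallest possible, which chance gives for 1 in 3 such comparisons). Without the background subtracted, the direction in matΔ from day 2.5 to day 3 was the opposite. Some peaks of Hox genes 1 to 9 also span Hox10 to Hox13 genes.

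Protocadherins fell in wt between day 2.5 and day 3. All 56, on 17 peaks, were lower (median log2 -0.56, camera adjusted p = 2.12e-13, adjusted p = 0.854 with an estimated correlation), with Pcdha1 at -0.65 and Pcdhb15 at -0.64, and on the relative scale the list passed with an estimated correlation (adjusted p = 0.0129). Hox genes 1 to 9 were the other list that fell (adjusted p = 0.0419, adjusted p = 0.854 with an estimated correlation), a call lost with the line number as a block (1 list). Sp5 (-0.60), the imprinted gene Dcn (-0.62), Tcf15, a somite factor (0.60), and Cd81 (0.59) were among the largest changes in other lists, none past the test. In matΔ, neural genes (adjusted p = 0.00142), mesoderm genes (adjusted p = 0.00379) and extraembryonic genes (adjusted p = 0.0235) rose by camera (adjusted p = 0.924 with an estimated correlation), but on the relative scale neural genes (log2 -0.03) and mesoderm genes (-0.07) were lower at day 3 and extraembryonic genes higher (0.12). The members were led by the heart factors Nkx2-5 (0.90) and Tbx20 (0.89), Sox7 (0.88), Gata2 (0.87), Lmx1b (0.84) and Lhx5 (0.83), and none passed limma. The lists that did not pass had adjusted p from 0.169 to 0.691 in wt and from 0.137 to 0.849 in matΔ. Without the weakly enriched libraries, which include both of matΔ line 2 at day 2.5, 1 list passed, and it was protocadherins, lower at day 3 (adjusted p = 0.00195).

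limma called 0 peaks between days 2.5 and 3 in wt (3732 at an unadjusted p of 0.05), with the smallest p (adjusted p = 0.188 each) nearest to the zinc transporter gene Slc39a10 (-1.80), Htr7 and Tpm3-rs7 (listed at 0 at day 3), Fam135b (-1.32) and 2310046K23Rik (-1.61). In matΔ it called 1 (4551 at an unadjusted p of 0.05), an intergenic 300 bp peak with Adgrl2 as the nearest start at 1035996 bp (chr3:150026551-150026850, adjusted p = 0.0191). It held 8, 3 and 6 fragments in the libraries of day 2.5 (1.48 ± 0.05, SD, n = 2) and was listed at 0 in all 3 of day 3. The call ended without any 1 of the 4 lines, with the line as a block (0 peaks) and without the weakly enriched libraries (0). Peaks nearest to Vmn2r103 (-2.30, adjusted p = 0.0539), Pcdh7 (-1.65), Ctsc (listed at 0 at day 3) and Cndp2 (-1.65, adjusted p = 0.149) did not pass.

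The third question was whether the anterior end of the clusters carries less H3K27me3 than the posterior end within the same library. It was answered for Hoxb1 and Hoxd1, each set against the mean of the Hox13 genes. In 2i Hoxb1 lay level with the Hox13 genes, at 0.02 ± 0.09 log2 (SD, n = 3, limma adjusted p = 0.768) in wt and 0.06 ± 0.07 (n = 3, limma adjusted p = 0.260) in matΔ. Hoxd1 lay slightly below them, at -0.17 ± 0.05 (limma adjusted p = 7.49e-04) and -0.28 ± 0.04 (limma adjusted p = 1.77e-07). On days 2, 2.5 and 3 Hoxb1 lay below the Hox13 genes by -1.07 ± 0.01 (SD, n = 2), -1.33 ± 0.14 and -1.29 ± 0.22 in wt and by -1.10 ± 0.08, -0.82 ± 0.63 and -1.63 ± 0.56 in matΔ. Hoxd1 stood at -1.28 ± 0.22, -1.19 ± 0.08 and -1.20 ± 0.12 in wt and at -1.30 ± 0.04, -0.88 ± 0.33 and -1.54 ± 0.27 in matΔ. The matΔ values of day 2.5 include line 2, whose libraries were both weakly enriched. Both genes passed limma in every differentiation group (adjusted p from 2.82e-05 to 0.0121). The 2i libraries and those of differentiation came from separate experiments, so these values do not set stage apart from experiment. Nor do they set it apart from enrichment, since background was not subtracted and draws the ratio towards 0 where enrichment is weak. In 2i the mean Hox FPKM was 1.13 to 1.92, with a background of 0.490 to 0.655.

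The authors' own genome-wide windows gave few calls. In the authors' deposited table for 2i, 1 of 6455 regions passed an FDR of 0.05 (chr6:99877701-99878410, log2 -3.21, FDR 0.0301, 151309 bp from Prok2), and by the inferred sign it was higher in matΔ (54 at an unadjusted p of 0.05). In the authors' deposited table for day 2.5, 2 of 19140 passed, one over the mitochondrial genome (log2 -1.57, FDR 0.0354) and one at Gm10800 (chr2:98666251-98667310, log2 0.43, FDR 0.00605). In the authors' deposited tables for day 2 and day 3 0 of 149178 and 0 of 484603 did (8166 and 20145 at an unadjusted p of 0.05). Between days, the authors' deposited tables held 3 of 28155 in wt from day 2 to 2.5, among them regions near Npm1 and Sstr1. They held 4 of 34840 from day 2.5 to 3, of which 2 lay on the mitochondrial genome, and 0 in matΔ (7529 and 9238 at an unadjusted p of 0.05). None of these calls in the authors' deposited tables lay over a Hox cluster.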

Values the study reported

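The study reported a correlation of R2 = 0.9266 between the genotypes over 43,798 H3K27me3 peaks in mESCs, from n = 3 lines per genotype. For differentiating cells it gave n = 4, made up of technical replicates of mESC lines from separate blastocysts, except for matΔ days 2.5 and 3, where n = 3. It reported very few differential regions by csaw and none over the Hox clusters.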

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

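Except for the camera interaction tests and those of copy number and GC content for the protocadherins, the tests in this part were chosen only after the result was seen.

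Library 2 of wt line 1 at day 2.5 lay far from the other 3 wt libraries of that day, with a mean log2 of 1.90 over 39 Hox genes against 2.94 to 3.14. This was 1 distant library in 16 examined sets (a group of libraries under 1 measure), where chance gives about 1 in 20. Among the differences between genotypes, the Hox mean went down from day 2.5 to day 3 in both wt lines and up in both matΔ lines, a difference in change of 0.93 that passed in 0 genes (limma interaction, adjusted p = 0.236 at the lowest). It was 0.14 without the weakly enriched libraries, and on the relative scale the matΔ change turned to -0.36. The relative level of the protocadherin peaks moved from day 2 to day 2.5 by -0.0967 more in matΔ than in wt. This difference of levels was not tested itself, while camera on the relative scale gave the list adjusted p = 3.91e-16 in the interaction, and adjusted p = 0.199 with an estimated correlation. The same step differed by camera for Hox genes 1 to 9 (adjusted p = 0.0150), neural genes (adjusted p = 0.00452) and protocadherins (adjusted p = 1.70e-06), with adjusted p = 0.793 for each with an estimated correlation and 0 lists without the weakly enriched libraries.

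The 6 weakly enriched libraries were the first pattern weighed. Low depth was argued against by the 4 of them with a well enriched technical replicate, whose fragments were 1.02 times those of the replicate in the median. A difference between days, genotypes or lines was argued against for the same 4, which differed from their replicate by at least 7.22 percentage points, against at most 3.22 between replicates elsewhere. Fragments following GC content were argued against only as a cause common to all 6. The lowest weak library had r = -0.0759 with GC, and 14 of the 16 other differentiation libraries correlated as highly. This is a low bar and cannot decide for single libraries. The correlations were -0.0759 to 0.357 in the weak libraries and -0.0984 to 0.327 in the others. For matΔ line 2 at day 2.5, whose 2 libraries differed by only 0.0228 percentage points, a poor experiment and a lower mark in that line cannot be told apart, since both libraries are weak and no further one of that line and day was analysed here.

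The lower H3K27me3 over Hox genes at day 2.5 than at day 2 was the second pattern. Efficiency of the CUT&RUN as the whole cause was argued against by the mean change of -0.65 in wt without the weakly enriched libraries and by that of -0.31 in matΔ with the background subtracted and relative to the strongest other peaks (4.04 and 2.55 pooled SDs between lines). Divisors taken from another library were argued against by a change in wt with own divisors of 0.896 times that with the deposited ones. A fall of all strongly marked domains by 1 factor was argued against by the change of the Hox genes relative to the strongest other peaks, -0.38 in wt (3.12 pooled SDs) and -0.31 in matΔ, where such a fall would cancel. A part shared with other domains, or a larger fall of the strongest ones, stays open beside a loss of the mark as the Hox clusters are switched on, an untested hypothesis.

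The higher level of protocadherins in matΔ than in wt at day 3 was the last pattern weighed. On the relative scale the lowest matΔ library lay 0.0342 above the highest wt library, and the difference of 0.136 was 3.36 pooled SDs between lines. This cannot decide on efficiency of the CUT&RUN, which stays open. The wt libraries of day 3 ranged from 0.333 to 0.460, while their line means had an SD of only 6.74e-04. Technical replicates of unequal enrichment thus lay far apart, a spread that the SD of line means leaves out. A gain of the region in matΔ was argued against by the 199 other peaks within 5 Mb, with a median log2 difference of -0.46 against 0.33 for the protocadherin peaks and -0.39 for all peaks. GC content as the whole cause was argued against by a median of 0.35 after the median of each peak's GC class was subtracted. A part played by GC stays open, since all peaks of at least 1500 bp had a median of -0.32 before that subtraction. At day 3 the wt libraries correlated with GC at 0.302 to 0.357 and the matΔ libraries at 0.0941 to 0.143. An effect of genotype stays open as an untested hypothesis, with 2 lines per genotype (permutation of lines, exact p = 0.333). By camera on that scale with an estimated correlation the list had adjusted p = 0.175. Loss of maternal SMCHD1 and heterozygosity for the deletion cannot be told apart here, since matΔ differs from wt in both.

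For the 2i comparison the 6 lines make only 10 splits, too few for a share under 0.05. All 10 of the 10 splits gave at least the 0 peaks, 0 Hox genes and 0 lists of the real split. Any split must do so, and the comparison therefore cannot decide anything. The highest of the others gave 4137 peaks, 1 Hox gene and 0 lists. The split with 4137 peaks set wt line 1 and matΔ lines 1 and 2 against the rest, which points to a structure of the samples other than genotype. These 3 lines had the highest percent of fragments in peaks in 2i (16.7, 15.7 and 11.7, against 10.6 to 10.8 in the others), and the deposited 2i values are scaled to library size only.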

How the results depend on the processing

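The tests without the 6 weakly enriched libraries, on the relative scale, with the deposited divisors and with a block by line within genotype were chosen after the data were seen. Leaving out 1 of 2 lines leaves a lone line, which limma assumes to vary like the other groups. The same holds for matΔ at day 2.5 without the 6 weakly enriched libraries, where 1 library of line 1 is left. Where no reason is given, the cause of a change was not tested.

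For Hox genes 190 values kept their direction and side of the test (12 reversed, 11 newly passed, 2 moved, 1 was lost), for peaks 98 did (14 lost, 11 newly passed, 9 moved) and for lists 33 did (15 lost, 13 moved, 2 newly passed, 1 reversed). For fragments in peaks 35 did (6 reversed). The correlation in 2i kept its value under 6 and moved under 1 (0.862 over the peaks above the median, which have less range). The median fragments per peak were 4 to 23, and whether this limits the calls on short peaks was not tested.

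For peaks, a pseudocount of 0.1 gave 18 calls at day 3 (14 higher in matΔ), 13 in wt from day 2.5 to 3, 1 in matΔ from day 2 to 2.5 and 0 in matΔ from day 2.5 to 3, where a pseudocount of 2 gave 2. Peaks with a mean FPKM of at least 1 gave 6 at day 3 and 0 in matΔ from day 2.5 to 3, and FPKM as deposited gave 7 at day 3. Every library as a replicate gave 66 at day 3, 12 and 100 in wt from day 2 to 2.5 and from 2.5 to 3, and 38 and 3 in matΔ, and with the correlation within a line estimated 120, 13, 172, 88 and 3. The first of these settings treats technical libraries as separate, so its counts rise by construction. The second estimated a correlation of -0.0530 within a line and day, so it did not discount technical libraries either. Without the 6 weakly enriched libraries there were 14 at day 3 and 0 in matΔ from day 2.5 to 3, on the relative scale 0 and 0, and with the line as a block 0 in matΔ from day 2.5 to 3. Leaving out a line gave 0 to 0 at day 3 and in matΔ from day 2.5 to 3, and 0 to 8 in 2i.

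The mean Hox difference between genotypes reversed to 0.15 in 2i with the deposited divisors, to -0.077 at day 2 with FPKM as deposited, and on the relative scale to 0.13 at day 2.5 and -0.075 at day 3. In matΔ from day 2.5 to 3 it reversed to -0.36 with 25 genes lower on the relative scale. Leaving out a line gave -0.090 to 0.022 in 2i, -0.13 to 0.18 at day 2, -1.07 to 0.28 at day 2.5 with 0 to 36 genes, and in matΔ -0.10 to 1.26 from day 2.5 to 3 with 0 to 36 genes and 0 to 39 genes from day 2 to 2.5, where the relative scale gave 11. In wt from day 2 to 2.5 the genes past the test were 6 with scaling by peaks of at least 1500 bp, 3 with the deposited divisors, 28 on the relative scale, and 39 without the 6 weakly enriched libraries, with the line as a block or with every library as a replicate. That last setting gave a mean of -0.96 in wt and -1.61 in matΔ, past its test with more replicates by construction.

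For lists, an estimated correlation gave 0 at day 2.5, at day 3, in every change between days and in the interaction. On the relative scale it gave 0 at day 2.5, at day 3, in matΔ from day 2.5 to 3 and in the interaction, 8 and 1 in wt and 1 in matΔ from day 2 to 2.5. The relative scale with the preset correlation gave 6 at day 2, 1 at day 2.5, 10 in wt from day 2.5 to 3 and 12 in matΔ (9 of them lower). FPKM as deposited gave 2 at day 2.5, 0 at day 3, 1 in wt from day 2.5 to 3 and 0 in matΔ. Without the 6 weakly enriched libraries there were 0 at day 2.5, 1 at day 3, 1 in wt from day 2.5 to 3, 1 in matΔ, reversed to lower, and 0 in the interaction. A window of 10 kb gave 2 in 2i, 11 at day 2.5 and 7 in matΔ from day 2.5 to 3, and the line number as a block gave 1 in wt from day 2.5 to 3. No other call changed with a block.

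The difference in fragments in peaks was, on leaving out a line, -1.60 to 1.90 in 2i, -3.35 to 0.0184 at day 2, -6.15 to 2.46 at day 2.5, 2.71 to 11.8 at day 3 and -0.509 to 1.69 over all stages. The 2i lines are not firm pairs, since wt line 2 correlated better with a matΔ line of another number (0.201), and between genotypes in differentiation the same numbers correlated at -0.178 to 0.0258.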

Other observations

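The single genes and levels below were chosen after their values were seen. Among genes of the posterior growth zone, the tail-end tissue that holds neuromesodermal progenitors, 3 of 30 passed limma as lower at day 2.5 than at day 2 in wt, adjusted over the list alone: Axin2 (-1.15), Cdx1, which patterns the trunk (-0.78), and Grsf1 (-0.67). Without the 6 weakly enriched libraries 7 passed, Axin2 (-1.16), Cdx1 (-0.73), Sp5 (-0.69), the progenitor marker Nkx1-2 (-0.66), T (-0.59), Wnt8a (-0.58) and Sp8 (-0.51), and over all genes 0 did in either case. In matΔ 7 passed over the list alone, Axin2 (-0.96) and Cdx1 (-0.57) with T, Sp5, Nkx1-2, Lef1 and Grsf1, and 0 without the weakly enriched libraries. On the relative scale T went from 1.17 to 0.831 in wt and from 1.17 to 0.734 in matΔ, Sp5 from 1.33 to 0.909 and from 1.37 to 0.951, with lines that did not overlap. Cdx1 turned to higher in matΔ on that scale (0.452 to 0.554), and there limma over the list alone passed Axin2 alone in wt and, as higher, the somite clock genes Dll1, Dll3, Hes7 and Lfng in matΔ. The median of all genes was higher by 0.55 there on that scale, and the weakly enriched line 2 is 1 of the 2 matΔ lines (Dll1 0.659 ± 0.385 and Dll3 0.499 ± 0.270 at day 2.5, SD, n = 2).

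Among primed epiblast genes the directions were mixed. Over the list alone the Nodal antagonists Lefty1 and Lefty2 passed as lower at day 2.5 in wt, and in matΔ Lefty1 and Lef1 passed as lower and Pou3f1 (0.46) and Tcf7l1 (0.74) as higher. Without the 6 weakly enriched libraries 0 of them passed in matΔ and Pou3f1, a neural and epiblast factor, was higher in wt (0.48), and no gene of this list passed over all genes.

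In 2i the relative level of the non-canonically imprinted genes was 0.206 ± 0.0911 (SD, n = 3) in matΔ and 0.0207 ± 0.0597 (n = 3) in wt. The lines did not overlap (exact p = 0.1, the smallest possible, for 1 of 19 lists). Chance gives this p for a share of 0.1 of lists, so it cannot decide, and the wt level lay near the subtracted background.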
